# melRNA-seq for Expression Analysis of SINE RNAs and Other Medium-Length Non-Coding RNAs

**DOI:** 10.1186/s13100-021-00245-z

**Published:** 2021-06-16

**Authors:** Yoshinobu Mori, Kenji Ichiyanagi

## Abstract

**Background:**

Small interspersed elements (SINEs) are transcribed by RNA polymerase III (Pol III) to produce RNAs typically 100–500 nucleotides in length. Although their RNA abundance can be evaluated by Northern blotting and primer extension, the nature (sequence, exact length, and genomic origin) of these RNAs cannot be revealed by these methods. Moreover, mRNA sequencing (mRNA-seq) is not able to distinguish *bona fide* SINE RNAs or SINE sequences present in longer transcripts.

**Results:**

To elucidate the abundance, source loci, and sequence nature of SINE RNAs, we established a deep sequencing method, designated as melRNA-seq (medium-length RNA-seq), which can determine whole-length RNA sequences. Total RNA samples were treated with 5′ pyrophosphohydrolase (RppH), which allowed ligation of an RNA adaptor to the 5′ end of intact SINE RNAs. Similarly, another adaptor was ligated to the 3′ end, followed by reverse transcription, PCR amplification, size selection, and single-end deep sequencing. The analysis of two biological replicates of RNAs from mouse spermatogonia showed high reproducibility of SINE expression data both at family and locus levels.

**Conclusions:**

This new method can be used for quantification and detailed sequence analysis of medium-length non-coding RNAs, such as rRNA, snRNA, tRNAs, and SINE RNAs. Further, its dynamic range is much wider than Northern blotting and primer extension.

## Background

Many non-coding RNAs play various important roles in cell functions such as gene regulation, chromatin organization, RNA splicing and translation. Sequencing methods for regulatory small non-coding RNAs (typically, 18–35 nucleotides in length), namely miRNAs, siRNA, and piRNAs, have been well established based on ligation of an adaptor to both the 5′ and 3′ ends of RNA molecules. On the other hand, there is no established sequencing method for non-coding RNAs of medium length such as snRNAs and tRNAs.

Small interspersed elements (SINEs) are a class of retrotransposons widely distributed in eukaryotes that produce medium-length RNAs (typically 100–500 nucleotides) via RNA polymerase III (Pol III) transcription. SINEs proliferated by retrotransposition during evolution, and therefore a large number of divergent copies are present in each genome. The human Alu SINE and rodent B1 and B2 SINEs have been shown to play a role in regulation of gene expression. Although the abundance of SINE RNAs can be analyzed by Northern blotting and primer extension, the nature (sequence, exact length, and genomic origin) of these RNAs cannot be revealed by these methods. Regarding mRNA sequencing (mRNA-seq), many SINE copies reside in mRNA and long non-coding RNAs, which precludes distinguishing *bona fide* SINE RNAs from these longer transcripts. Small RNA-seq is not applicable either, since it only captures RNAs with 5′-monophosphate and 3′-hydroxyl ends, and SINE RNAs have a 5′-triphosphate (or capped) end which cannot ligate with an adaptor. In recent years, some methods for the sequencing and computational analysis of SINE transcripts have been developed [1–3]. These methods employed computational identification of SINE reads in polyA(+) RNA-seq data by excluding SINE reads in bodies of protein-coding and non-coding genes [1], utilize primer extension to selectively amplify SINE sequence of interest [2], and computational identification of reads from the Pol III transcription start sites in RAMPAGE data [3]. Although these methods are useful to delineate SINE expression in mammals, some limitations exist: the sequence information of exact 3′ ends are lost [1–3], the sequence information of SINE internal regions are lost [3], only polyA-containing SINEs [1] or primer-targeted SINEs [2] can be analyzed, and an internal control for comparison of SINE expression levels in different conditions is lacking [1–3].

To elucidate the nature of SINE RNA sequences, we established a deep sequencing method, designated as melRNA-seq (medium-length RNA-seq), which can determine whole-length RNA sequences up to 600 nucleotides (Fig. 1). Herein, we describe how sequencing libraries are prepared and sequenced, and how obtained sequences can serve for the identification of SINE RNAs’ genomic origins. We also discuss its applicability to the study of other non-coding RNAs.

**Fig. 1:**
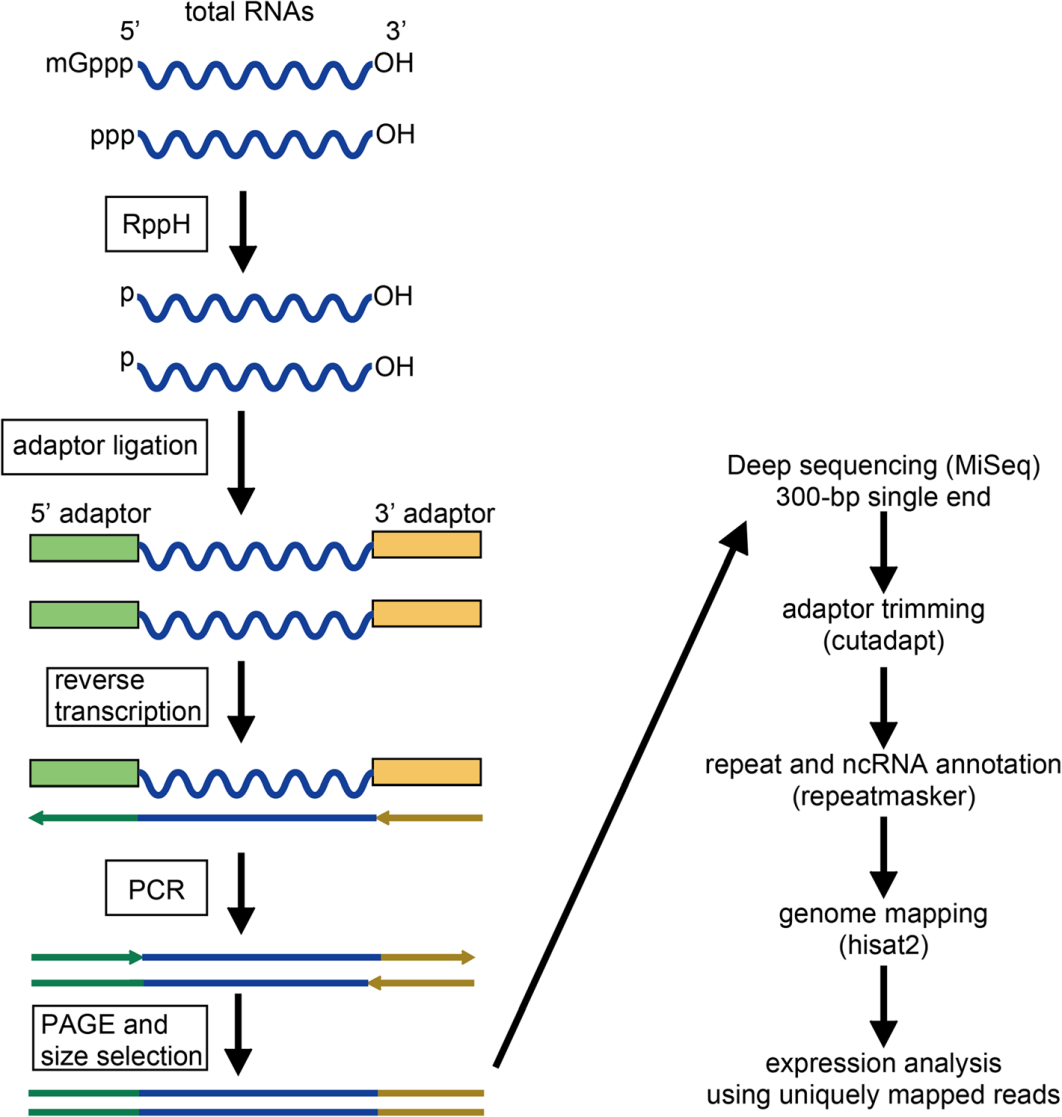
melRNA-seq analysis workflow. Schematic representation of melRNA-seq analysis. The experimental part consists of total RNA preparation, 5′ processing by RppH, adaptor ligation, reverse transcription, PCR amplification and size selection of the PCR products (left). After obtaining the sequences by MiSeq, they are trimmed to remove the adaptor sequence, and annotated by repeatmasker. Repeat-derived reads are mapped onto the reference genome (right). Mapped reads for individual loci are counted to calculate their expression levels

## Materials and Methods

### Mouse Tissues and Cells

Brain tissue was dissected from adult male mice (C57BL6/J). The spermatogonia were collected from testes at postnatal day 7 by fluorescence-activated cell sorting using an anti-EpCam antibody as described previously [4].

### Library Construction

Tissue and cell samples were dissolved in Isogen (Nippon gene), and total RNAs were prepared by Direct-zol RNA prep kit (Zymo Research). Although other RNA preparation methods are also applicable, we suggest avoiding RNA degradation to capture full-length RNAs. RNA (500 ng) was treated with 25 U of RNA 5′ pyrophosphohydrolase (RppH, New England Biolab) for 1 h at 37 °C in a 50-μl reaction mixture containing 1× Thermopol buffer (New England Biolab). This procedure freed 5′ cap or triphosphate into monophosphate, which can be later ligated by an RNA ligase. The reaction was stopped by phenol-chloroform extraction and ethanol precipitation. Sequencing libraries were constructed by using NEBNext Small RNA Library Prep kit (New England Biolab) according to manufacturer’s instructions. PCR products were run on a 6% native polyacrylamide gel, and a gel region corresponding to 240–380 bp (an insert size of 113–253 bp) was extracted. DNAs were eluted in 300 μl TE, ethanol precipitated, and dissolved in 20 μl of 0.1× TE. Library concentrations were determined by real-time RCR using the KAPA library quantification kit (KAPA Biosystems) on a StepOnePlus (Thermofisher).

### Sequence Analysis

The libraries were denatured in sodium hydroxide, neutralized in HT1 buffer (Illumina), diluted to 10 pM, mixed with the phiX174 control library (Illumina) (70% melRNA-seq libraries and 30% control), and sequenced on a MiSeq with MiSeq Reagent Kit v2 (Illumina) in the 300-bp single-end mode. About 6 million reads were yielded for each library. The sequences obtained by this method correspond to the sequences of the original RNA transcripts. Note that the libraries made by this method are also compatible with paired-end sequencing by MiSeq, HiSeq, and NovaSeq.

For sequence analysis, the adaptor sequence was removed from the obtained reads by cutadapt (https://cutadapt.readthedocs.io) with the option -a AGATCGGAAGAGCACACGTCT, and reads that did not contained the adaptor sequence were discarded. The retained reads were analyzed by repeatmasker (https://www.repeatmasker.org). Reads matched to the sense strand of a SINE sequence with “position in query start” and “position in repeat start” both ≤5 were retained. This procedure selected for RNA reads generated by transcription starting within 5 bp from the start nucleotide of the respective consensus sequences. The retained reads (about 78% of the reads containing a SINE sequence) were mapped onto the mouse reference genome (mm10) by hisat2 [5] with the option -a --score-min L,0,0 to retrieve all possible alignments without mismatch. About 95.5% of the reads were mapped uniquely, 2.8% were mapped 2 to 9 times, 0.8% were mapped 10 to 99 times, and the rest (0.9%) were mapped 100 or more times. The uniquely mapped reads were then used for counting the mapped reads for individual SINE loci by a Python script. The location and orientation of SINE loci were retrieved from the UCSC table browser [6]. For normalization of SINE expression, reads matching the sense strand of 5S or 5.8S rRNA (position in query start and position in repeat start both being 1 or 2, and query left and repeat left both being 5 or less) in the repeatmasker outputs were counted.

Because the repatmasker library does not contain the sequence of 5.8S rRNA, we added it to the library as below:

> 5.8S_rRNA#rRNA @Vertebrata_Metazoa GenBank: J01871.1

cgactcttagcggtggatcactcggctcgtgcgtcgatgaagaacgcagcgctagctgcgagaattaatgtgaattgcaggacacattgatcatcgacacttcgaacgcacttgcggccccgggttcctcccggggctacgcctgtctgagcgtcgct.

## Results and Discussion

### Sequencing Strategy and Validation

Figure 1 shows a schematic representation of the melRNA-seq method. To construct melRNA-seq libraries using total RNAs (in this study, RNAs in brain and spermatogonia), we first treated RNAs with 5′ pyrophosphohydrolase (RppH), which converted 5′ RNA ends with a cap or triphosphate into 5′ monophosphate ends. Then, unique adapters were ligated to the 5′ and 3′ ends of the RNAs, respectively by an RNA ligase using a commercially available small RNA-seq library preparation kit. After PCR amplification, the products were run on a 6% native polyacrylamide gel electrophoresis to select DNAs of approximately 240–380 bp in length (insert size of 113–253 bp). The library was sequenced by 300-bp single-end sequencing on MiSeq. After adaptor trimming, sequencing reads were analyzed by repeatmasker, which reports the position, orientation, and species of cellular RNAs (such as snRNAs and rRNAs) and transposable elements including SINEs.

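For brain, 1 library from RNA treated with RppH, the RppH(+) library, was compared with 1 library from RNA not treated with it, the RppH(−) library. The input of each was 500 ng of RNA, and the treatment was 25 U of RppH for 1 h at 37 °C. The insert size was 113–253 bp, and the sample labels describe the RNA as 115–255 nt long. For each library the authors deposited a list of RNA classes, named by the RNA or repeat sequence that repeatmasker matched, with the reads of each class per 1000000 reads of 5.8S rRNA in the same library. The RppH(−) list held 33 classes and the RppH(+) list 49. The values were whole numbers, and whole reads were recovered from them on the assumption that decimals had been dropped. All 33 and all 49 values then came out as whole reads. The 5.8S total was 83291 reads in the RppH(+) library. In the RppH(−) library it lay between 122144 and 122149 reads, of which 122146 was used, and the reads of the other classes were the same for each of these totals. All listed classes together held 123532 reads without RppH and 210992 reads with RppH. The paper's methods give 6000000 reads per library, and the values here use the listed reads. A single read was worth 8.19 reads per 1000000 5.8S reads in the RppH(−) library and 12.0 in the RppH(+) library. The smallest level taken as measurable, 3 reads, was 24.6 and 36.0 in the same unit. With 1 library per condition, no difference has a replicate check, and a test on the reads compares these libraries, not the conditions. Reads copied by PCR are not independent molecules, so intervals and the smallest measurable level cover counting error only.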

As proof-of-principle, we checked the sequencing reads of two ribosomal RNAs (rRNAs) in the libraries prepared from brain RNAs. The 5S rRNA (121 nucleotides in length) is transcribed by Pol III and thus has a triphosphate at the 5′ end [7], whereas the 5.8S rRNA (158 nucleotides) is produced by enzymatic cleavage of the 45S rRNA precursor, thereby having a monophosphate at the 5′ end (Fig. 2a). Therefore, if total RNAs were not treated with RppH, only cleaved RNAs such as 5.8S rRNA could be ligated with the 5′ adaptor. Thus, the 5.8S rRNA reads were obtained regardless of the RppH treatment (Fig. 2b). 

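In the mouse assembly GRCm38, the 5S gene Rn5s lies on chromosome 8 from 123598156 to 123598276, on the minus strand, and is 121 nt long. RefSeq lists 52 5S genes as rRNA genes, of which 41 lie on chromosome 8 between 123538784 and 123622046, and 18 5S pseudogenes. The deposited lists give 5S reads as a single class and not by gene copy. For 5.8S rRNA, the GENCODE M21 annotation holds an entry, n-R5-8s1, on chromosome 18 from 73533403 to 73533550, with a length of 148 nt. This is shorter than the 5.8S rRNA in the paper, which describes it as cut from a longer rRNA precursor. Whether any 5.8S read comes from this entry was not tested, and such entries were not counted. The authors matched 5.8S reads to a sequence they had added to the repeatmasker library.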

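Of the reads of all listed classes, 5.8S rRNA made up 98.9% (95% Wilson interval 98.8 to 98.9%) in the RppH(−) library and 39.5% (39.3 to 39.7%) in the RppH(+) library. These are shares of the listed reads, whereas Fig. 2b gives the share of total reads. Over the number of reads per library in the methods, the shares were 2.04% and 1.39%. The share of 5S rRNA in the listed reads was 0.487% without RppH and 17.7% with RppH, and that of U2 snRNA was 0.195% and 32.9%.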

Without the RppH treatment, the number of sequencing reads were > 200-fold higher for 5.8S rRNA than 5S rRNA (Fig. 2c, RppH(−)). 

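The RppH(−) library held 602 reads of 5S rRNA. Its 5.8S reads were 203 times as many (95% exact Clopper-Pearson interval 187 to 220).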

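With RppH, 37300 reads of 5S rRNA were listed. The level of 5S rRNA relative to 5.8S rRNA was 0.00493 (0.00454 to 0.00534) in the RppH(−) library and 0.448 (0.442 to 0.453) in the RppH(+) library, a 90.9-fold increase (95% exact interval of the conditional odds ratio 83.8 to 98.7). The choice that moved this ratio most was the denominator, and relative to all listed reads the increase was 36.3-fold.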

When RNA was treated with RppH, the number of 5S rRNA reads increased by about 100-fold (Fig. 2c, RppH(+)). The U2 snRNA (188 nucleotides) is a Pol II transcript having a 5′ cap structure (trimethylguanosine) [7]. 

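The U2 gene Rnu2-10 lies on chromosome 11 of GRCm38 from 101658238 to 101658424, on the plus strand, with a length of 187 nt in RefSeq. It lies in no intron of a protein-coding or long non-coding gene of the same strand in GENCODE M21. The deposited lists give U2 reads as a class and not by gene copy.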

When RNA was treated with RppH, the number of U2 snRNA reads increased by about 400-fold (Fig. 2d). These results indicate that this method allows quantitation of intact RNAs with a 5′ cap or triphosphate. 

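There were 241 reads of U2 snRNA in the RppH(−) library and 69519 in the RppH(+) library. Relative to 5.8S rRNA, the level was 0.00197 (0.00173 to 0.00224) without RppH and 0.835 (0.826 to 0.843) with RppH. The increase was 423-fold (95% exact interval 373 to 482).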

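On the log2 scale, the level relative to 5.8S rRNA rose by 6.51 for 5S rRNA, which has a triphosphate, and by 8.72 for U2 snRNA, which has a cap. The paper reasons that only RNAs with a monophosphate at the 5′ end can be ligated without RppH. From the increases of 5S and U2 reads with RppH, it concludes that intact RNAs with a cap or a triphosphate can be quantified by the method.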

Likewise, the read count of SINE RNAs, transcribed by Pol III and having a triphosphate at the 5′ end, was 20-fold higher in the library with RppH treatment than in the library without (Fig. 2e). Moreover, the fraction of the SINE reads with correct Pol III transcription start sites was increased in the RppH(+) library (Fig. 2f). 

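SINE classes held 3 reads in the RppH(−) library, 1 each of B2_Mm1o, B2_Mm2 and RSINE1, and 57 reads of 9 classes in the RppH(+) library. Relative to 5.8S rRNA, the level was 2.46e-05 (95% exact interval 5.06e-06 to 7.18e-05) without RppH and 6.84e-04 (5.18e-04 to 8.87e-04) with RppH. With the RppH(−) library at the smallest level taken as measurable, the increase is given as at least 27.9-fold, and its exact interval for counting error, 9.06 to 139, reaches below that value. Fisher's exact test on the reads, two-sided, gave p = 3.38e-19. Of the SINE reads in the RppH(+) library, 32 were of B2 classes and 19 of PB1, a class labelled like B1. Without PB1, which was singled out after its values were seen, the increase against the same 3 reads was 18.6-fold, which is not a firm lower bound either. The lists do not separate SINE reads by where they start.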

We have previously shown by Northern blotting that the expression level of SINEs in the brain is extremely low [4, 8]. 

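In the RppH(+) brain library, reads of 5.8S rRNA were 1461 times as many as SINE reads (95% exact interval 1128 to 1929). Reads of 5S rRNA were 654 times as many as SINE reads (505 to 864). With only the SINE classes labelled B2 or Alu, the label that includes B1 and PB1, the ratio of 5.8S to SINE reads was 1514. With PB1 left out of all SINE classes it was 2192, above the interval.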

Consistently, even with RppH treatment, SINE reads were much lower than 5S and 5.8S rRNA reads (> 30,000 times lower than 5.8S rRNA) in the brain RNA library.

**Fig. 2:**
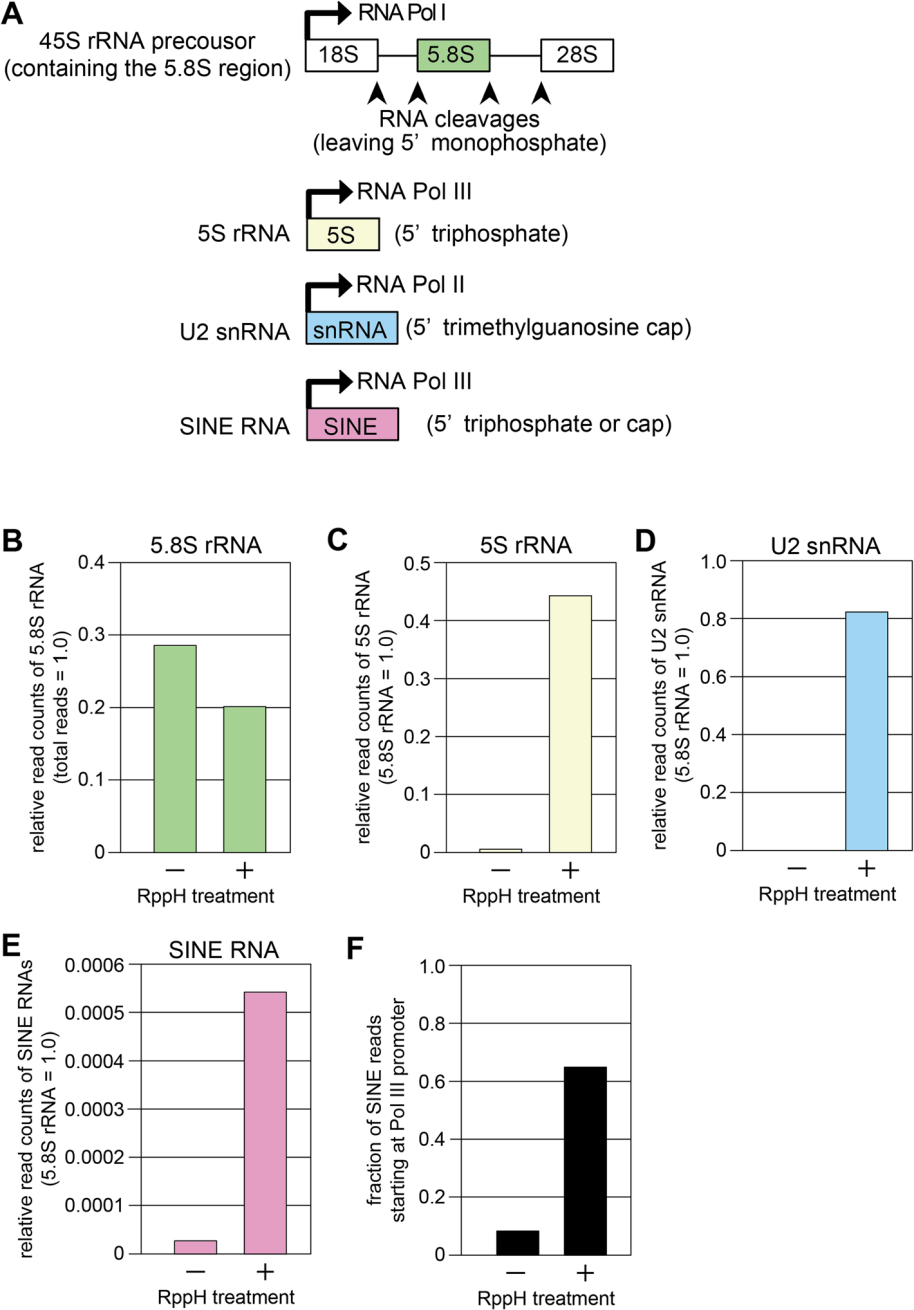
Validation of the methodological principle. **a** Schematic representation of transcription and post-transcriptional processing of 5.8S rRNA, 5S rRNA, and SINE RNA. **b** Fraction of 5.8S reads in total sequencing reads when brain RNA samples were treated (+) or not treated (−) with RppH. **c** 5S rRNA read counts relative to that of 5.8S rRNA when brain RNA sample were treated (+) or not treated (−) with RppH. **d** U2 snRNA read counts relative to that of 5.8S rRNA when brain RNA samples were treated (+) or not treated (−) with RppH. **e** SINE RNA read counts relative to that of 5.8S rRNA when brain RNA samples were treated (+) or not treated (−) with RppH. **f** Fraction of reads starting at Pol III transcription start sites in reads containing a SINE sequence when brain RNA samples were treated (+) or not treated (−) with RppH

### SINE Expression Analysis

To more rigorously validate whether the method is applicable for quantification of SINE expression, we prepared RNAs from spermatogonia, a type of male germ cells, because SINE expression in the testes was previously detected by Northern blotting [4, 8]. Total RNAs prepared from two individuals’ spermatogonia were respectively treated with RppH, and analyzed by melRNA-seq. Using the repeatmasker output files, we selected reads matching to the sense strand of SINE sequences with “position in query start” and “position in repeat start” both ≤5. These reads highly likely represnt *bona fide* SINE transcripts. Under these criteria, many reads (about 78% of reads containing a SINE sequence) were identified as SINE transcripts (Fig. 3a). To compare SINE expression levels between two spermatogonial libraries and a brain library, the number of 5S rRNA reads was used as internal control, as it reflects both the total read number and the efficiency of RppH-catalyzed conversion of 5′ ends. The level of SINE expression was about 30 times higher in the spermatogonia than in the brain (Fig. 3a). 

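In the RppH(+) brain library the SINE level was 1528 reads per 1000000 reads of 5S rRNA (95% exact interval 1157 to 1980). With PB1 left out it was 1019, below the interval. The spermatogonia libraries were not analysed here.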

In spermatogonia, the B2 SINE family was the most highly expressed, B1 was marginally expressed, while other SINE families were much less expressed (Fig. 3b), consistent with the fact that only B1 and B2 are currently transpositionally active [8, 9].

**Fig. 3:**
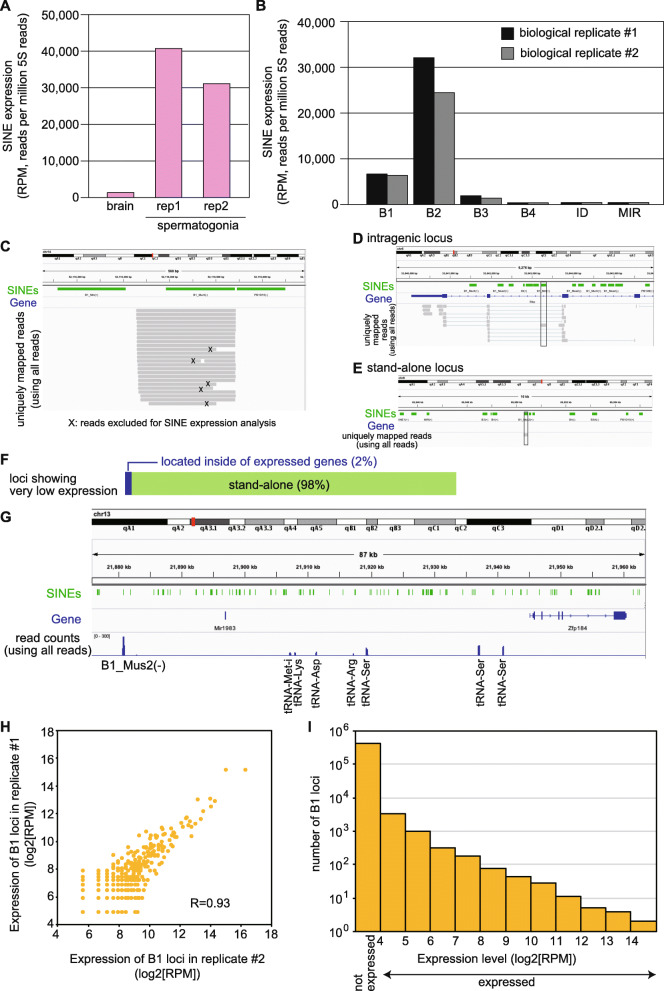
Reproducibility of melRNA-seq. **a** Normalized read counts (RPM, reads per million 5S RNA reads) of total SINE RNAs in the brain sample and two biological replicates (rep1 and rep2) of spermatogonium samples. **b** Normalized read counts (RPM) of B1, B2, B3, B4, ID, and MIR families in two biological replicates of spermatogonia samples. **c** An IGV snapshot showing all reads mapped around a B1_Mur4 locus (inserted in the minus-strand orientation). X indicates reads that were not transcribed from the Pol III transcription start site. **d** An IGV snapshot showing a poorly expressed B1_Mm locus that is inserted in an expressed gene in the same orientation. The reads with introns likely represent short RNAs produced by mRNA degradation. **e** An IGV snapshot showing a poorly expressed B1_Mus2 locus having no mapped read in its neighborhood (i.e., stand-alone locus). **f** Fraction of poorly expressed B1 loci (*n* = 1464) in terms of isolation of external transcription. **g** An IGV snapshot showing isolated expression of a B1_Mus2 copy inserted in the minus orientation to the genomic sequence. Read counts were calculated using all reads (i.e., regardless of the presence of a SINE sequence) that were uniquely mapped. Most of mapped reads outside SINEs in this region are mapped to tRNA genes. **e** Comparison of expression levels of individual B1 loci in the two spermatogonia samples. Pearson’s coefficient R (calculated using RPM values) is indicated. **d** Power-law distribution of the expression level of B1 loci in the spermatogonia. The histogram shows the loci number for the various expression levels indicated on the x axis. Expression levels correspond to the averages in the two replicates. The most left shows the number of loci where no read was mapped. The values of log2[RPM] ranges from 4 to 16 for expressed loci

To identify the genomic loci from which these SINE RNA reads were transcribed, reads were mapped to a mouse reference genome (Fig. 3c). About 96% were uniquely mapped, and used for the expression evaluation of individual SINE loci. It is formally possible that, for loci with a low number of mapped reads, these mapped reads represent digested products of longer RNAs rather than *bona fide* SINE transcripts. We thus examined whether other reads were mapped around these loci. A limited number of poorly expressed loci had mapped reads (using all reads, not selected by the presence of SINE sequences) around them likely due to the degradation of mRNAs of their host genes (Fig. 3d). However, vast majority had no mapped read in the same orientation in 5-kb regions around them (Fig. 3e), indicating that they are stand-alone in terms of transcription. These stand-alone loci accounted for 98% of the poorly expressed loci (Fig. 3f). These data strongly support that the mapped reads with a correct 5′ start site represent SINE RNAs transcribed by Pol III. Even for highly expressed loci, mapped reads were restricted to inside of the loci and absent outside (Fig. 3g). Expression of 3372 B1 loci (0.8% of genomic loci) was detected in spermatogonia in both or one individual(s). Importantly, the expression level of each locus was consistent between the two individuals (Fig. 3h), indicating a good reproducibility of the method. The expression level highly varied between loci up to three orders of magnitude, and showed a power-law distribution (Fig. 3i). B2 expression patterns were also similar to those of B1 (data not shown) and analyzed in detail in our recent report [8].

### 3′ RNA End Analysis

Since whole RNA sequences are obtained by melRNA-seq, we were able to analyze the nucleotide sequence of 3′ RNA ends and the sequence of their DNA templates. It is known that Pol III transcription terminates in the DNA region with a series of thymidine in the non-template strand [10]. Indeed, 31% of SINE RNA reads ended at ≥4 consecutive thymines (T4). We also detected variants of T5 and T4, which have a single base substitution in T5 and T4, respectively, as well as T3, together corresponding to 26% of SINE RNA reads (Fig. 4). Although it is formally conceivable that these non-T4 SINE reads represent cleaved RNAs, its enrichment suggests that, in mice, a substantial portion of Pol III transcription terminates at sites that are deviated from ≥4 consecutive thymines. These results are consistent with the report by Oriori *et al.* [11] showing that similar variant sequences can trigger the termination of Pol III transcription *in vitro*.

**Fig. 4:**
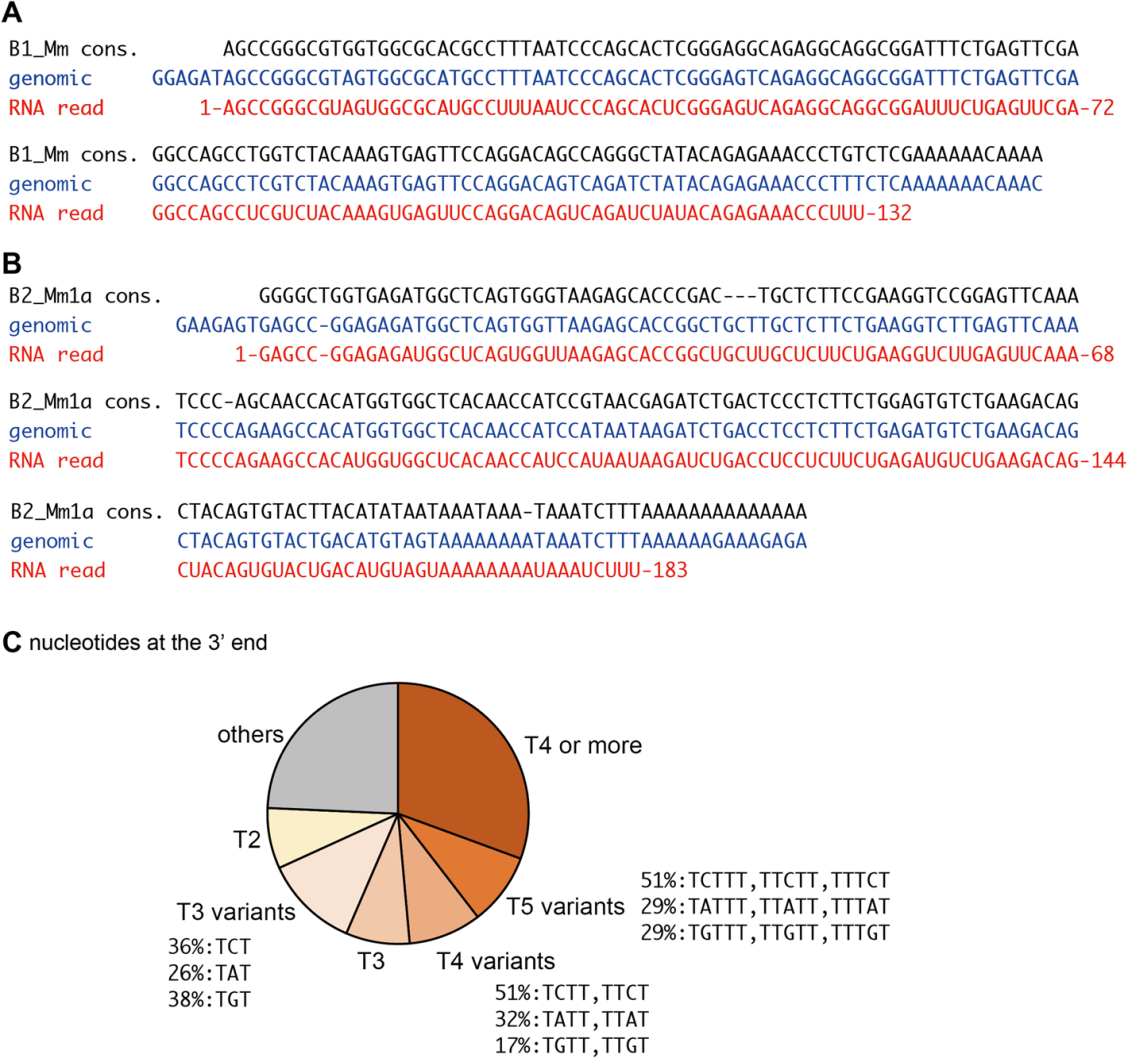
melRNA-seq identifies transcription termination signals. **a** An example of B1 RNA ending with 3 uridines (U3). The consensus sequence of B1_Mm (top, black), the genomic sequence (middle, blue), and the RNA sequence (bottom, red) are aligned. **b** Example of B2 RNA ending with U3. **c** Pie chart showing the statistics of nucleotide sequences in DNA templates around the 3′ end of SINE RNA (i.e., transcriptional termination signals). Fraction of subcategories for the variants are indicated. For classification, the order is T4, T5 variants, T4 variants, T3, T3 variants, T2, and other. For example, TTTCT is categorized in T5 variants (not T4 variants or T3)

### Comparison to Other Methods

Several methods have been reported for the large-scale analysis of SINE expression. Whereas they are useful for the study on SINE expression, there are some limitations. Conti et al. [1] utilized polyA(+) RNA-seq data and computationally excluded reads mapped to SINE loci inserted in bodies of protein-coding and non-coding genes in sense orientation. Thus, these loci are not able to be analyzed, and more importantly, the RNA-seq data lacks the sequence information of 5′ and 3′ ends due to random priming for library preparation. Although it readily applicable for published paired-end mRNA-seq data, we note that only SINE RNAs that have a polyadenosine stretch can be analyzed (Alu, B1 and B2 have it, whereas most other SINEs do not).

Kajijolich et al. [2] established a method called SINE-seq, in which SINE RNAs are reversed transcribed using a designed primer to make sequencing libraries. This allows the identification of 5′ RNA ends, but loses the 3′ end information. The method does not discriminate whether the 5′ end has a monophosphate (cleaved products), capped (Pol II transcripts), or triphosphates (others). Whereas a polyadenosine stretch is not prerequisite in this case, the method only captures RNA species that are complementary to the designed primer. Therefore, an internal control is absent unless another primer for a control is included in the reverse-transcription reaction.

Zhang et al. [3] established a method using RAMPAGE (RNA Annotation and Mapping of Promoters for the Analysis of Gene Expression) data. RAMPAGE [12], which has been used in the ENCODE project for gene expression analysis, can sequence the 5′ end of RNAs by the first read and the 3′ region by the second read in paired-end sequencing, which facilitates mapping of repetitive sequences. The sequence information at the 3′ end is lost due to the random priming step in the library construction. Depending on the sequencing length and RNA length, it also may lose the sequence information of the internal regions. In addition, to select *bona fide* SINE transcripts, it employs computational filtering using the entropy and length of mapped reads; therefore, the RNA detection is biased for highly expressed loci.

Advantages of melRNA-seq over the previous methods include the simple protocol for library preparation, the ability to determine the whole length of RNAs from the 5′ end to the 3′ end, no requirement for RNA sequence to be sequenced, selectable internal controls (such as 5S rRNA), and its applicability to studies on other non-coding RNAs as described below.

### Other Applications

We used a MiSeq 300-cycles kit for 300-bp single-end sequencing. Therefore, RNAs of ≥300 nucleotides could not be analyzed. However, 600-bp single-end sequencing (MiSeq) and 250-bp paired-end sequencing (HiSeq Rapid mode, NovaSeq) allow analysis of these RNAs, including human Alu SINE RNAs (although the length of Alu consensus sequences is about 290 bp, many Alu RNAs can exceed 300 nucleotides).

In the repeatmasker outputs, various snRNAs and tRNAs were also identified. Thus, the method offers an opportunity for the analysis of the expression of tRNAs, snRNAs, snoRNAs, etc. However, we note that additional steps may be required to ligate aminoacylated tRNAs and the adaptor.

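In the brain libraries, 12 listed classes other than 5S, 5.8S, U2 and the SINEs had at least 10 reads in the 2 libraries together. Relative to 5.8S rRNA, 8 of them were higher and 1 was lower with RppH at an adjusted p under 0.05 (Fisher's exact test on the reads, two-sided, with Benjamini-Hochberg adjustment over the 59 classes tested). U1 rose 553-fold, from 20 to 7543 reads (95% exact interval 358 to 906). No U8 read was listed in the RppH(−) library and 557 were listed in the RppH(+) library, given as an increase of at least 272-fold against 3 reads (exact interval from 221). The order of U1 and U8 depends on how 0 reads are treated, since with a pseudocount of 0.5 reads the ratio was 1635 for U8 and 539.6 for U1. U5 rose 222-fold (177 to 281), from 77 to 11645 reads. The lowest ratio was that of U14, which went from 326 to 137 reads, a ratio of 0.616 (0.501 to 0.755) with an adjusted p of 6.0e-06 from Fisher's exact test. For U17, with 58 and 47 reads, the ratio was 1.19 (0.791 to 1.78), and for the Y RNA HY3, with 8 and 10 reads, it was 1.83 (0.651 to 5.35). Neither difference was detectable relative to 5.8S rRNA. Of all listed reads, 5.8S rRNA made up 98.9% without RppH and 39.5% with it, so dividing by them lowers every ratio by the same factor. On that scale the ratios were 0.474 for U17 (p = 1.57e-04) and 0.732 for HY3 (p = 0.626), both from Fisher's exact test, two-sided, without adjustment. These values below 1 do not by themselves show that U17 or HY3 fell with RppH. The tRNA classes together had 13 reads without RppH and 7 with RppH, a ratio of 0.790 (0.267 to 2.13) that was not detectably different from 1. Relative to all listed reads the tRNA ratio was 0.315 (p = 0.0178 from Fisher's exact test, two-sided), lowered by the same factor. RefSeq places the U1 gene Rnu1b1 on chromosome 3 of GRCm38 from 96359953 to 96360117 and the U5 gene Rnu5g on chromosome 9 from 65201726 to 65201841. The U14 gene Snord14c lies on chromosome 9 from 40803583 to 40803669, in an intron of Hspa8. The U17 gene Snora73a lies on chromosome 4 from 132352775 to 132352979, in introns of Rcc1 and Snhg3. The reads are listed by class and were not assigned to gene copies.

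**Figure D1:**
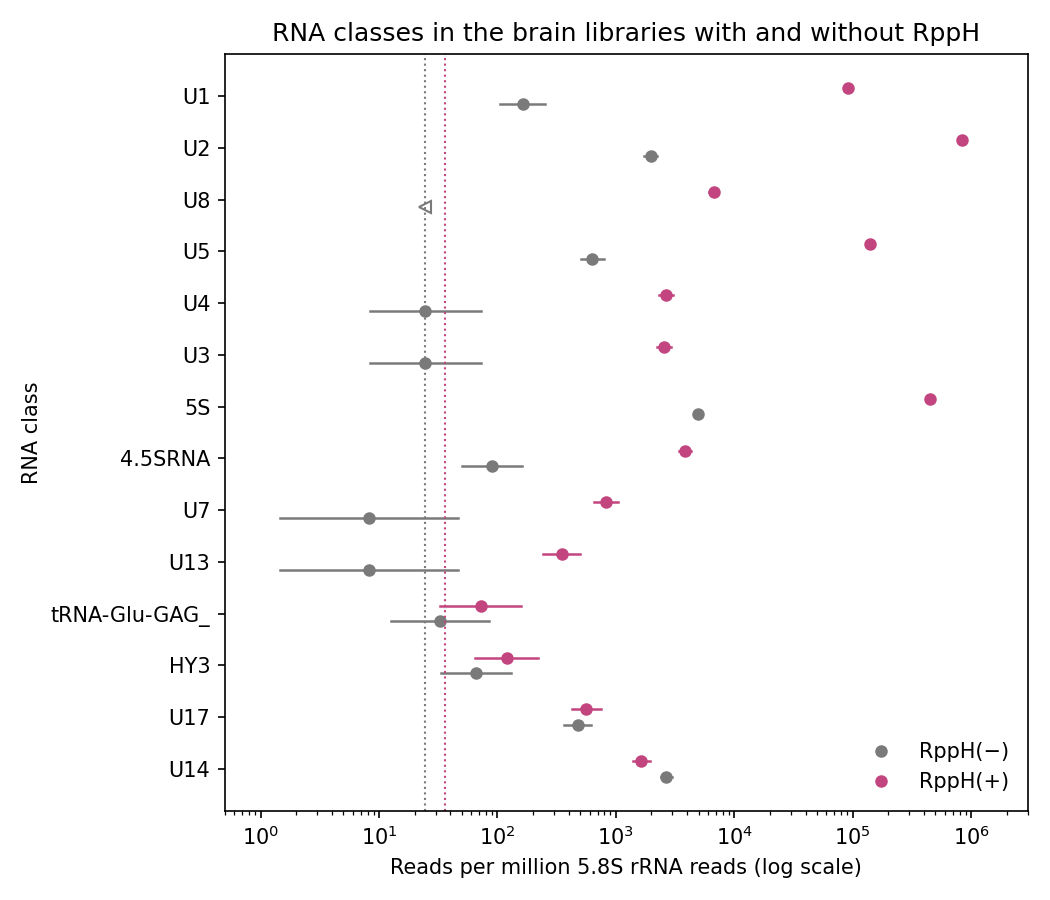
Level of each listed RNA class other than 5.8S rRNA and the SINEs with at least 10 reads in the 2 brain libraries together, in reads per 1000000 5.8S rRNA reads on a log axis, in the RppH(−) library (grey) and the RppH(+) library (pink). Dots are single libraries, bars are 95% Wilson intervals, dotted lines mark 3 reads in each library, and the open triangle stands for U8, which had no read without RppH. U14, the class at the bottom, was lower in the RppH(+) library, at 1645 against 2669, and its annotated genes are shorter than the insert size.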

## Conclusion

Herein, we present a new method for the quantification and sequence analysis of medium-length non-coding RNAs, such as rRNA, snRNA, and SINE RNAs. Like mRNA-seq and small RNA-seq, its dynamic range is much better than Northern blotting. Moreover, whereas quantification by Northern blotting depends on the degree of homology to the sequence(s) of the probe(s) used, melRNA-seq is independent. Moreover, source SINE loci could be identified by the method. Despite the source loci from “multiple hit” reads cannot be uniquely determined, repeatmasker allows identifying their subfamilies. As data produced by this method are highly reproducible, its applicability to many types of medium-length RNAs is guaranteed.

## Data Availability

The deep sequencing data has been deposited at NCBI GEO with the accession numbers, GSE171593 and GSE156315.

## References

[1] Conti A, Carnevali D, Bollati V, Fustinoni S, Pellegrini M, Dieci G (2015). Identification of RNA polymerase III-transcribed Alu loci by computational screening of RNA-Seq data. Nucleic Acids Res.

[2] Karijolich J, Zhao Y, Alla R, Glaunsinger B (2017). Genome-wide mapping of infection-induced SINE RNAs reveals a role in selective mRNA export. Nucleic Acids Res.

[3] Zhang XO, Gingeras TR, Weng Z (2019). Genome-wide analysis of polymerase III-transcribed Alu elements suggests cell-type-specific enhancer function. Genome Res.

[4] Ichiyanagi K, Li Y, Watanabe T, Ichiyanagi T, Fukuda K, Kitayama J (2011). Locus- and domain-dependent control of DNA methylation at mouse B1 retrotransposons during male germ cell development. Genome Res.

[5] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol.

[6] Navarro Gonzalez J, Zweig AS, Speir ML, Schmelter D, Rosenbloom KR, Raney BJ (2021). The UCSC Genome Browser database: 2021 update. Nucleic Acids Res.

[7] Busch H, Reddy R, Rothblum L, Choi YC (1982). SnRNAs, SnRNPs, and RNA processing. Annu Rev Biochem.

[8] Ichiyanagi T, Katoh H, Mori Y, Hirafuku K, Boyboy BA, Kawase M (2021). B2 SINE copies serve as a transposable boundary of DNA methylation and histone modifications in the mouse. Mol Biol Evol.

[9] Ichiyanagi K (2013). Epigenetic regulation of transcription and possible functions of mammalian short interspersed elements. SINEs Genes Genet Syst.

[10] Bogenhagen DF, Brown DD (1981). Nucleotide sequences in Xenopus 5S DNA required for transcription termination. Cell.

[11] Orioli A, Pascali C, Quartararo J, Diebel KW, Praz V, Romascano D (2011). Widespread occurrence of non-canonical transcription termination by human RNA polymerase III. Nucleic Acids Res.

[12] Batut P, Gingeras TR (2013). RAMPAGE: promoter activity profiling by paired-end sequencing of 5′-complete cDNAs. Curr Protoc Mol Biol.

How the deposited data were processed for this re-analysis (not part of the article)

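Medium-length RNA of mouse brain was measured in 2 libraries, 1 with and 1 without RppH treatment. The authors trimmed the adaptor with cutadapt, discarded reads without it, and matched the remaining reads to RNA and repeat sequences with repeatmasker, to whose library they had added 5.8S rRNA. The paper's text names no versions of these tools. Its methods state that 5S and 5.8S reads used for normalization matched from base 1 or 2 and to within 5 bases of the end, and that SINE reads were retained when they began within 5 bases of the start of the SINE sequence. Whether the listed SINE reads had passed this step, and which limits held for the other classes, could not be tested from the lists.

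The deposited value of each class is a normalized score, its reads per 1000000 reads of 5.8S rRNA in the same library, which the authors wrote as whole numbers. The design of the tests, set before the data were examined, had assumed raw read counts. Whole reads were therefore recovered first, on the assumption that decimals had been dropped, and Fisher's exact test was run on them as designed. Each 5.8S total from 50000 to 160000 was tried. All 33 values of the RppH(−) library were whole reads at 6 neighbouring totals and all 49 values of the RppH(+) library at 1 total. With rounding in place of dropping, at most 28 and 47 values were whole. Over totals from 1000 to 400000, 36 and 4 totals made every value whole, and at each of them the reads were those used here or a whole multiple of them. The smallest was taken, at which 17 and 25 classes have 1 read. On simulated data with decimals dropped in the same way, the reads were recovered exactly in 8 of 8 libraries. Only totals near the true one were tried there, so the search over the full range was not simulated.

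Ratios between the libraries are reads relative to 5.8S reads in the RppH(+) library over the same in the RppH(−) library, as the paper normalizes them. A class with 3 reads or fewer in one library was set to 3 reads there, and no ratio was formed where both libraries had 3 reads or fewer. Exact intervals (95%) of ratios between libraries come from the conditional odds ratio and p-values from Fisher's exact test, two-sided, in SciPy 1.17.1 under Python 3.11.15 with NumPy 2.4.6. Adjustment by the Benjamini-Hochberg method was over the 59 classes other than 5.8S that either library lists. The p-values for raw reads come from an exact binomial test. Where a p-value was too small to be computed, the interval is given alone. Shares have Wilson intervals, and ratios within a library have Clopper-Pearson intervals. On simulated data with counting error only, the test called 40 of 40 classes changed 10-fold and 1 of 160 unchanged classes. Variation between libraries was not simulated. The plot was drawn with Matplotlib 3.10.9. No model of the spread between replicates was fitted, because each condition has 1 library.

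The listed reads, 123532 and 210992, set the precision. SINE reads are the sum of all classes with a SINE label. Besides the RNAs the paper names, the text names the 3 highest and the 3 lowest ratios among the other classes with at least 10 reads in the 2 libraries together, by the same design. The classes 4.5SRNA, U3, U4, U6, U7, U13, HY1, PB1, B2_Mm2, B2_Mm1t and tRNA-Glu-GAG_, the tRNAs together, and the LINE, LTR and DNA classes were singled out after their values were seen.

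The alternatives were normalization to all listed reads, raw reads, a pseudocount of 0.5 reads, all classes with at least 1 read, 6000000 reads as the library total, Clopper-Pearson in place of Wilson intervals, and only SINE classes labelled B2 or Alu. The deposited values as they stand, the exclusion of PB1, and the alternatives for the tRNA classes and for the LINE, LTR and DNA classes together were added after the data were seen. Gene positions come from RefSeq on GRCm38.p6 and from GENCODE M21, the assembly the paper calls mm10. The share of SINE reads at Pol III start sites (Fig. 2f), the spermatogonia libraries and the ends of reads were not analysed here.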

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

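The tests of explanations in this part were chosen after the results were seen. For 9 RNA classes outside the RNAs and SINE families that the paper names, the level in the RppH(+) library was above that in the RppH(−) library at an adjusted p under 0.05 from Fisher's exact test. Relative to 5.8S rRNA, U1 was 553-fold higher, U5 222-fold and 4.5SRNA 42.5-fold, the last from 11 to 319 reads. The other classes had 3 reads or fewer without RppH, and their ratios were computed against 3 reads and are given as at least that value, while their exact intervals for counting error begin lower. U8 was at least 272-fold higher (interval from 221), U4 at least 108-fold (3 and 221 reads, interval from 36.5) and U3 at least 104-fold (3 and 213 reads, interval from 35.1). U7 was at least 33.7-fold higher (1 and 69 reads, interval from 17.6), U13 at least 14.2-fold (1 and 29 reads, interval from 7.05), and PB1, a SINE class, at least 9.29-fold (0 and 19 reads, interval from 6.84). In the B2 family, which the paper names, B2_Mm2 (1 and 16 reads) and B2_Mm1t (0 and 8 reads) were also higher at an adjusted p under 0.05 from the same exact test.

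A common factor from dividing by 5.8S rRNA would raise all classes alike, but U17 had a ratio of 1.19. Dividing by all listed reads multiplies each ratio by the same factor, and the lowest of the 9 ratios was then 3.71, for PB1. Ratios of this size had to stay above 1, so a difference in listed reads between the libraries was not tested by it. Variation between libraries that moves all classes alike would also have raised U14, U17 and HY3, whose ratios were 0.616, 1.19 and 1.83. Variation between libraries that differs by class could not be weighed with 1 library per condition, and the increases cannot be told apart from it. The lists do not show the 5′ ends of the reads, so whether a cap or a triphosphate accounts for the increases of these classes was not tested here.

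The 19 PB1 reads made up 33.3% (95% Wilson interval 22.5 to 46.3%) of the SINE reads in the RppH(+) library. Reads of 4.5S RNA assigned to PB1 are a candidate source of these 19 reads. This was not tested, since the lists hold no read sequences.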

How the results depend on the processing

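The increases of 5S, U2 and SINE reads with RppH kept their direction and an exact p under 0.05 under each alternative run for them. They ranged from 36.3-fold to 90.9-fold for 5S, from 169-fold to 423-fold for U2 and from 11.1-fold to 28.5-fold for SINE reads, lowest relative to all listed reads. The pseudocount and the deposited values left the test itself as it was. The same 8 other classes were higher with RppH relative to 5.8S, relative to all listed reads, in raw reads and with all 47 other classes included. One class, U14, was lower, except relative to all listed reads, where 2 were, U14 and U17. Dividing by all listed reads also changed groups singled out after their values were seen. The tRNA classes together were lower at 0.315 (p = 0.0178 from Fisher's exact test) against 0.790 relative to 5.8S (p = 0.657), and the LINE, LTR and DNA classes together were at 1.27 (p = 0.615) against 3.18 (p = 7.20e-04). In raw reads these groups were at 0.538 (p = 0.263) and 2.17 (p = 0.0336), both from an exact binomial test.

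Relative to all listed reads, the ratios of U17 (0.474), HY3 (0.732) and tRNA-Glu-GAG_ (0.878) reversed, and in raw reads that of U17 (0.810) did. The 5.8S share of the listed reads, 98.9% without RppH and 39.5% with it, lowers each ratio to listed reads by the same factor. With 6000000 reads as the library total, the 5.8S share was 2.04% without RppH and 1.39% with it; the cause was not tested. Without PB1, which held 19 of the 57 SINE reads in the RppH(+) library, the ratio of 5.8S to SINE reads was 2192, that of 5S to SINE reads 982, and the SINE level 1019 reads per 1000000 5S reads. Clopper-Pearson intervals change no share.

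The comparison with all reads that hold a SINE sequence was not run, because the lists do not separate reads by start, nor was a library total from the lists, which give none. The 3 SINE reads of the RppH(−) library limit the SINE ratio to an interval from 9.06 to 139. No paired analysis was possible because each condition has 1 library.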

Differences from the paper's values

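The paper's text puts SINE reads in the RppH(+) brain library more than 30000 times below 5.8S rRNA reads, and the ratio here was 1461. Of the alternatives set before the data were examined, 1 was run for this ratio, the SINE classes labelled B2 or Alu, and at 1514 it did not close the gap. Without PB1, singled out after the values were seen, it was 2192. In Fig. 2e, read by eye, the paper's level of SINE reads relative to 5.8S rRNA in that library is about 0.00054. It was 6.84e-04 here, with an exact interval of 5.18e-04 to 8.87e-04 that holds the figure's level. The ratio in the paper's text thus departs from the paper's own figure as well as from the value here.

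The paper's 5.8S share of total reads is about 29% without RppH and about 20% with RppH in Fig. 2b, read by eye. The shares of listed reads here were 98.9% and 39.5%. With 6000000 reads as the library total they were 2.04% and 1.39%. This was the alternative set before the data were examined that could move the shares, and it did not close the gap, while a change of interval to Clopper-Pearson cannot move a share.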

Other observations

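All tests in this part were chosen after the values were seen, and variation between libraries could not be weighed in any of them. The LINE, LTR and DNA classes together had 12 reads without RppH and 26 with it, 3.18-fold higher relative to 5.8S rRNA (95% exact interval 1.55 to 6.91). Counting error alone is an unlikely explanation of this ratio (p = 7.20e-04 from Fisher's exact test, two-sided). But relative to all listed reads, which lowers every ratio by the same factor, it was 1.27 (p = 0.615 from Fisher's exact test). In raw reads it was 2.17 (p = 0.0336 from an exact binomial test). Most of the added reads were LINE reads, which went from 8 to 21 (3.85-fold, p = 8.99e-04 from Fisher's exact test), while LTR reads went from 4 to 3 and DNA reads from 0 to 2. The LINE ratio was 1.54 relative to all listed reads (p = 0.341 from Fisher's exact test). In raw reads the LINE ratio was 2.625 (p = 0.0241 from an exact binomial test). If the increase of SINE reads were part of a rise of all repeat-derived reads, both would rise by the same ratio. The SINE reads rose more than the pooled LINE, LTR and DNA reads (p = 8.54e-04 from Fisher's exact test, two-sided), a comparison that rests on 3 SINE reads in the RppH(−) library.

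A hypothesis was that classes processed from the introns of host genes have a 5′ monophosphate already and so would not rise with RppH. It was tested on 8 classes with at least 10 reads, by the genes that could be linked to each class by name. For 5S rRNA only Rn5s was looked up among its 52 genes, and for 4.5SRNA the strand of the gene was not known, so introns on either strand were searched. Of 3 classes in introns, 1 rose (U7), and of 5 classes outside introns, 4 rose (p = 0.464 from Fisher's exact test, two-sided). No relation was detectable with these 8 classes. Lying in an annotated intron does not show that an RNA is processed from it, and U7 was counted by its position in Gm45234 alone. The test therefore cannot decide the hypothesis. The other classes in introns, U14 and U17, did not rise. U1 and U3 were left out because some of their linked genes lie in introns of Tex14 and others do not.

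Some listed classes have annotated genes shorter than the insert size of 113–253 bp. The U14 genes are 87 to 91 nt long and U14 had 326 reads without RppH, Rnu7 is 62 nt long and U7 had 69 reads with RppH, and Rnu6 is 107 nt long and U6 had 6 reads without RppH and 1 with it. Among the Y RNAs, Rny3 is 101 nt long and HY3 had 8 reads without RppH and 10 with it, and Rny1 is 111 nt long and HY1 had 1 read in each library. Read lengths are not in the lists, so a difference in size selection between the libraries could not be weighed for these classes.

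In the RppH(+) brain library, B2 classes held 56.1% of the SINE reads (95% Wilson interval 43.3 to 68.2%), and B1_Mus1 and B1_Mus2 together held 7.02% (2.76 to 16.7%). B4 and ID classes had 1 read each. No read of B3 or MIR was listed, with an upper bound of 6.31% for their share.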
